A study of Homo sapiens with 6 samples.

How the data were processed

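Islet organoids differentiated from H1, an established human embryonic stem cell line, were profiled by single-cell RNA sequencing with the 10x Genomics 3′ kit v3. The 6 libraries fall into 6 groups of 1 library each. They are control, control with PEP, PKM1 overexpression and PKM1 overexpression with PEP at stage 7 day 1 (S7D1), and control and PKM1 overexpression at stage 7 day 14 (S7D14). PKM1 is an isoform of pyruvate kinase, and PEP is phosphoenolpyruvate, its substrate. The labels say "from" S7D1 or S7D14, and the day was taken as the day of collection, as the series design words it.

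The deposited matrices hold counts, which are raw UMI counts per gene and cell barcode with no normalization by the authors. The other deposited files hold barcodes and gene names and carry no measurement. The matrix headers name Cell Ranger 7.0.1, whereas the submitters' processing notes list Cell Ranger 4.0.0, Seurat and GRCh38. No Seurat output was used here. Each library lists 36602 features, 1 of which is an added mCherry sequence that was kept out of every test. Symbols were used as the files give them, and coordinates were matched by Ensembl identifier to GENCODE release 29 on GRCh38, which may not be the annotation the authors used. The libraries held 99952833 to 117890192 UMIs in 7127 to 13264 barcodes.

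Cells with at least 500 genes, at least 1000 UMIs and under 20% mitochondrial UMIs were kept. Scrublet, as implemented in scanpy 1.11.5, scored doublets in each library. Its automatic threshold marked 0 cells in 2 libraries, so the highest scores up to an expected share of 0.8% per 1000 barcodes were removed instead, a rule set after that outcome was seen. Counts were scaled to 10000 per cell and log-transformed, and 3000 variable genes were chosen over libraries, leaving out hormone genes, PKM, mitochondrial and ribosomal protein genes. Cells were clustered with 30 principal components, 15 neighbours and Leiden resolution 1 (leidenalg 0.10.2) over all libraries, without batch integration.

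Clusters were named from 15 marker classes fixed in advance. A name needed a mean marker score of at least 1, a margin of at least 0.2 over the next class, at least 3 detected markers and at least 1 marker among the 10 leading genes of the cluster. The details of this naming rule were settled after looking at the clusters, and a first version of it left no cluster named beta-like. Clusters without a name were kept as unnamed cells. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only.

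UMIs were summed over the cells of a class in each library. In the sums of beta-like cells, genes with a CPM (counts scaled to a common library total) of at least 5 in at least 2 libraries were tested with the edgeR 4.0.16 quasi-likelihood test and TMM scaling in R 4.3.3. The model had terms for context (S7D1, S7D1 with PEP, S7D14) and for PKM1, which leaves 2 residual degrees of freedom for 4 coefficients. It gives 3 effects, which are PKM1 over control as a mean over 3 pairs of libraries, PEP over no PEP over 2 pairs, and S7D14 over S7D1 over 2 pairs. Tests were two-sided, and a Benjamini-Hochberg adjusted p under 0.05 was the threshold. Because no group has a replicate, the spread in this test is that between contexts, and an effect that differs between contexts counts as spread. Standard errors are those of the same additive model on log2(CPM + 1). Alpha-like cells were treated in the same way.

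Single pairs of libraries were described without a test, as the log2 ratio of TMM-scaled CPM with 1 CPM added, and levels carry exact Poisson 95% intervals that cover counting error only. Besides 7 pairs that differ in 1 factor, S7D1 PKM1 with PEP was set over S7D1 control. Libraries were paired by context only, because each group has 1 library and the labels give no batch or differentiation run.

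A set of 18 gene lists was fixed in advance. They cover beta-cell identity and maturation, genes disallowed in mature beta cells, glycolysis and PEP metabolism, TCA cycle and shuttles, nuclear OXPHOS subunits, mitochondrially encoded subunits, KATP channel with calcium channels and exocytosis, unfolded protein and integrated stress response, hypoxia and HIF targets, cholesterol synthesis, cell cycle, immediate early and dissociation stress, glucose-responsive and ChREBP targets, PKM splicing regulators, other islet hormones and non-beta endocrine markers, non-endocrine cell markers, antioxidant and metallothionein genes, and HLA and interferon response. The median ratio of a list was set beside 10000 random lists of its size matched on mean expression, as a description of these libraries.

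Named genes follow a rule. PKM, INS, GCG and SST are always given. For each effect in beta-like cells, up to 10 genes per direction come from those past the threshold with the same sign in every pair and a mean CPM of at least 20, ranked by fitted change. Where too few passed, genes with the same sign in every pair, ranked by their smallest ratio, fill the places. Up to 4 members per list and effect with a CPM of at least 10, and the 5 highest and 5 lowest genes of each pair with a CPM of at least 50, complete the set. This gave 217 genes. A gene on the Y chromosome and 2 other genes that the rule picked are left out of the text and the figures.

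The tests, samples, gene lists, marker classes, naming of genes and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2 size factors or library totals in place of TMM, no low-count filter or a filter at 20 CPM, all kept cells, doublets kept, a mitochondrial limit of 10%, Leiden resolutions of 0.5 and 2, hormone genes and PKM in the clustering, each library clustered on its own, 952 cells drawn from every library, fits without each PKM1 pair, fits on the 4 libraries of a contrast, and pseudocounts of 0.1 and 10 CPM. A test of the difference of the PKM1 effect between days (edgeR, 1 residual degree of freedom), the automatic doublet threshold, other versions of the naming rule and the technical tests were added after the data had been seen. The pipeline was tested on simulated data, in which a planted log2 change of 1 for PKM1 was recovered for 93% of genes in beta-like cells at the dispersion of the model, and such a change for 73% of genes for PEP and 65% for the day. These shares need not hold for the real libraries, where an effect that differs between contexts counts as spread. There IGFBP5 and GHRH were lower with PKM1 by more than 1 in every context and did not pass. Other versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9 and scikit-learn 1.9.0.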

Results

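Single-cell transcriptomes were collected from islet organoids made from H1 cells, in 6 libraries that each stand for 1 group. At S7D1 there were control, control with PEP, PKM1 and PKM1 with PEP organoids, and at S7D14 control and PKM1 organoids. Total counts ran from 99952833 to 117890192 UMIs per library. The controls had more cells and fewer UMIs per cell, with medians of 7743.5 and 9642.5 UMIs per barcode in the S7D1 controls without and with PEP and 7489 in the S7D14 control, against 13917, 13871 and 12929 in the PKM1 libraries of the same contexts. After filtering, 10455, 8964, 6547 and 6726 cells were kept at S7D1 in the order control, control with PEP, PKM1 and PKM1 with PEP, and 10865 and 7266 at S7D14 in control and PKM1. There are no replicates, so every interval given here covers counting error only, and every p measures the spread between these libraries.

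The question of cell composition was which islet cell types each library held. Beta-like cells, with SLC30A8 and ACVR1C among their leading genes at S7D1 and IAPP and DLK1 at S7D14, made up 19.5% of kept cells (95% interval 18.8 to 20.3) in S7D1 control and 19.4% (18.5 to 20.2) with PEP. They made up 15.1% (14.3 to 16.0) in S7D1 PKM1 and 14.2% (13.3 to 15.01) with PEP. At S7D14 they were 19.6% (18.8 to 20.3) in control and 16.9% (16.0 to 17.7) in PKM1. Alpha-like cells, with GCG among their leading genes, made up 9.72%, 8.55%, 12.1% and 10.7% at S7D1 in the same order, and 14.4% in control and 34.9% in PKM1 at S7D14. The S7D14 cluster also had GAST, IAPP, TTR, PPY, PYY and SST among its leading genes, with a score of 1.99 for alpha and 1.75 for epsilon or PP cells. Enterochromaffin-like cells, with TAC1 among their leading genes at S7D1 and TPH1, the enzyme of serotonin synthesis, at S7D14, made up 22.6%, 19.1%, 29.2% and 29.3% at S7D1, and 29.8% and 27.5% at S7D14. An unnamed cluster scored 1.33 for enterochromaffin and 0.445 for the next class, but had no such marker among its leading genes. It held 11.6%, 11.1%, 17.2% and 14.5% of the S7D1 libraries, and 0.00920% and 0.0551% at S7D14. The named shares may therefore be too low at S7D1 to be set beside those at S7D14. Delta-like cells were named only in a cluster of S7D14 cells, with 3.09% of the control and 2.42% of the PKM1 library. Unnamed cells took 18.0% to 52.0% of a library. These shares rest on how clusters were drawn. At S7D14 the beta-like share was 7.05% in control and 15.2% in PKM1 at resolution 2, and 8.28% and 9.90% with each library clustered on its own, so that the order of control and PKM1 turned. Resolution 2 also turned the order in S7D1 with PEP (6.62% and 7.64%) and brought S7D1 control and PKM1 to 8.33% and 8.03%. The alpha-like share at S7D14 was 0.884% and 8.08% at resolution 0.5, 0.296% and 7.38% with doublets kept, 0.893% and 8.27% with hormone genes in the clustering, and 15.8% and 47.7% under the automatic doublet threshold, with PKM1 above control in each. At resolution 0.5 only 894 cells in all were named alpha-like, against 4108 in the S7D14 alpha-like cluster named above. Most of that cluster thus lost the name there, and by the control shares also with doublets kept and with hormone genes in the clustering. Those shares are near the 0.985% and 8.79% of an unnamed cluster led by GAST, FTL and IAPP. They may rest on other cells and do not test the order of 14.4% and 34.9%. At S7D1 the alpha-like share with PKM1 was below that of control at resolution 2 (3.64% and 4.83%) and with each library clustered on its own (7.27% and 10.1%). The enterochromaffin-like share of control and PKM1 was 22.0% and 15.3% at S7D1, 20.6% and 14.4% with PEP and 5.98% and 19.1% at S7D14 with each library clustered on its own, where all 3 orders turned, and at resolution 0.5 it was 1.94% and 2.58% at S7D1.

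Hormone levels over all kept cells do not depend on cluster names. INS stood at 6802 CPM in S7D1 control, 5811 with PEP, 4741 in PKM1 and 3966 in PKM1 with PEP, and at 8766 and 12648 CPM in S7D14 control and PKM1. GCG stood at 1925, 2176, 1819 and 1270 CPM at S7D1 in that order and at 5830 and 7606 CPM at S7D14. IAPP, the amyloid peptide co-secreted with insulin, went from 53.8 to 72.7 CPM in the S7D1 libraries to 860 CPM in S7D14 control and 2251 CPM in S7D14 PKM1, while in beta-like cells it stood at 1951 and 1751 CPM in the S7D14 libraries. TTR was at 6140 CPM in S7D14 control and 16005 CPM in S7D14 PKM1, beside alpha-like shares of 14.4% and 34.9%.

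**Figure D1:**
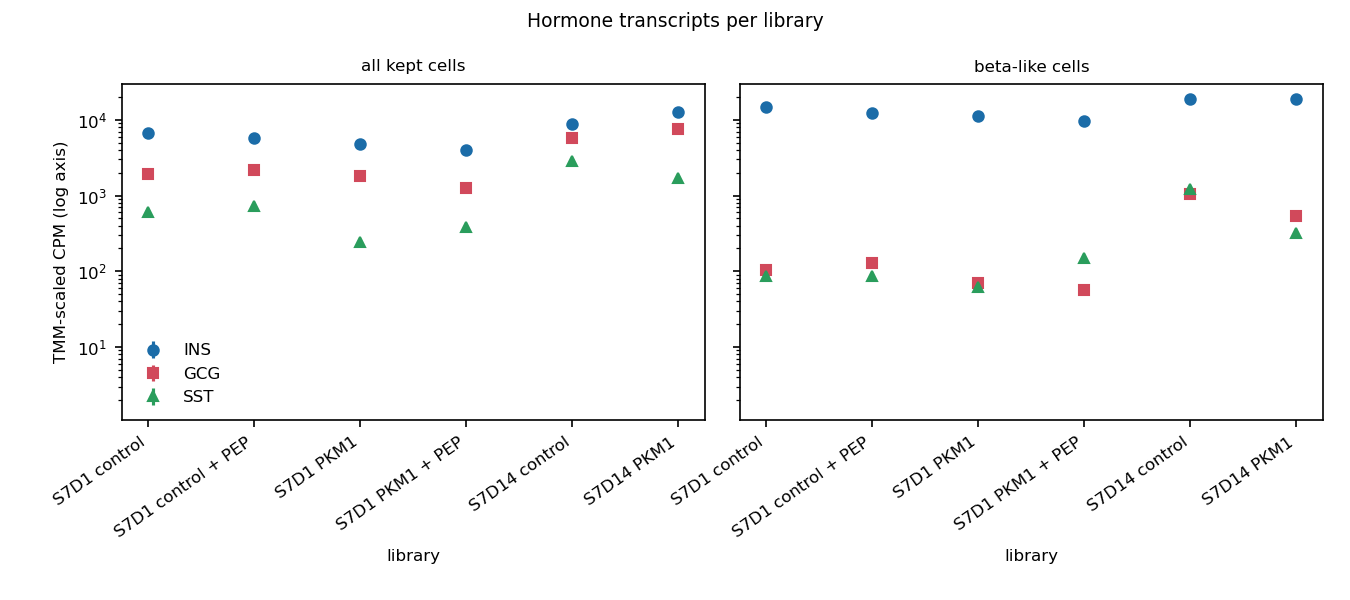
TMM-scaled CPM of INS, GCG and SST per library on a log axis, over all kept cells (left) and over beta-like cells (right), with exact Poisson 95% intervals that are mostly smaller than the points. In beta-like cells GCG went from 105 CPM in S7D1 control to 1064 CPM in S7D14 control, while INS was 14910 and 18619 CPM. Over all kept cells GCG went from 1925 to 5830 CPM, and in enterochromaffin-like cells from 104 to 331 CPM, and RNA from other cells was not removed from these sums.

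PKM1 overexpression was compared with control in 3 contexts, to ask how the transcriptome of stem-cell-derived beta cells differs with PKM1 overexpression. In beta-like cells the T-box factor TBX3 was higher with PKM1 in all 3 contexts, with log2 ratios of 0.90 at S7D1, 1.15 at S7D1 with PEP and 0.90 at S7D14, and so was FAM20A (0.90, 0.90 and 0.87). Other genes higher in all 3 pairs were SGPP2 (fitted log2 change 1.01), RYR1 (0.88), DOCK5 (0.86), TCF7L2, a transcription factor of Wnt signalling (0.82), DGKG (0.80), TMEM51 (0.78) and TLCD4 (0.75). IGFBP5, an insulin-like growth factor binding protein (chromosome 2, 216672105 to 216695525), was lower in all 3, with log2 ratios of -1.04, -1.15 and -1.14, and GHRH was at -1.66, -1.42 and -1.41. ECEL1 (fitted -2.32), PRKCB (-1.60), ZNF536 (-1.47), NRG3 (-1.47), NXPH1 (-1.35), DCLK1 (-1.31), TMEM233 (-1.24) and KIF26B (-0.98) were lower as well. None of these genes passed the threshold, with adjusted p of 0.21 to 0.29, and over all kept cells TCF7L2 turned to -0.21.

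Of 13234 genes tested for PKM1 in beta-like cells, edgeR called 0, with 1306 at an unadjusted p under 0.05. DESeq2 called 151 of the same genes, 31 higher and 120 lower, and over all kept cells edgeR called 98, 9 higher and 89 lower. The result rests on the S7D14 pair, since without it edgeR called 3446 genes, 1450 higher and 1996 lower, with 1 residual degree of freedom. The S7D1 pairs left in that fit differ by PEP only, for which edgeR called 0 genes. Whether they come from separate differentiations is not given in the labels. The 3446 calls therefore may not cover variation between independent cultures.

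PKM itself (ENSG00000067225, chromosome 15, 72199029 to 72231822) had log2 ratios of 0.14, 0.14 and -0.03, from 239, 255 and 320 CPM in the controls to 264, 280 and 313 CPM with PKM1 in the S7D1, S7D1 with PEP and S7D14 contexts. Its ratios were 0.17, 0.26 and 0.09 over all kept cells and 0.28, 0.44 and 0.12 in enterochromaffin-like cells. In alpha-like cells they were 0.12, 0.33 and -0.03. Reads counted at the 3′ end do not separate PKM1 from PKM2, and whether the transgene carries the counted end is not stated in the labels. INS (ENSG00000254647, chromosome 11, 2159779 to 2161341) had log2 ratios of -0.43, -0.34 and 0.01, and GCG (ENSG00000115263, chromosome 2, 162142873 to 162152404) of -0.56, -1.15 and -0.97. SST (ENSG00000157005, chromosome 3, 187668906 to 187670399) had log2 ratios of -0.46, 0.78 and -1.89, of which the first 2 changed sign with doublets kept, to 0.18 and -0.07. Over all kept cells SST was lower with PKM1 in all 3 pairs (-1.30, -0.95 and -0.77).

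The largest single ratios differed between days. At S7D1, LDHA, the lactate dehydrogenase subunit that mature beta cells keep low (ENSG00000134333, chromosome 11, 18394388 to 18408425), stood at 31.4 CPM in control and 80.1 CPM in PKM1, a log2 ratio of 1.32, and with PEP the ratio was 1.93. At S7D14 it stood at 438 CPM in control and 79.9 CPM in PKM1, a log2 ratio of -2.44. LDHA and GAPDH were also among the leading genes of a cluster of unnamed cells that held 9.51% of S7D14 control and 2.15% of S7D14 PKM1. ANO4 and IGFBP2 were higher with PKM1 at S7D1 (1.22 and 1.18), as was AC008050.1 (1.08), and with PEP so were AC112770.1, IGFBP2, KCND3 and SLC14A2 (1.99, 1.97, 1.94 and 1.83). Among genes of at least 50 CPM, the lowest at S7D1 were NPY, RAMP1, DLX6-AS1, MESP1 and ZNF536 (-1.66, -1.61, -1.39, -1.30 and -1.26). With PEP they were CRABP1, NPY, SHISAL2B, SNTG1 and P3H2 (-4.10, -2.87, -2.16, -2.01 and -1.97). CRABP1 also led a cluster of other cells that held 10.8% of S7D1 control with PEP and 0.134% of S7D1 PKM1 with PEP. At S7D14, among genes of at least 50 CPM, PLCE1, APOA1, LRP1B, CDH18 and CADM2 were the highest (2.002, 1.85, 1.74, 1.71 and 1.69). Under the same limit H19, GNAL, ECEL1, SNCG and CCND1 were the lowest (-3.30, -2.93, -2.73, -2.62 and -2.52). Clusters of other cells led by S100A9 and by ITLN1 held 5.90% and 4.91% of S7D14 control and 0.702% and 0.991% of S7D14 PKM1, with median depths of 0.894 and 0.613 of their library level. The duct or pancreatic progenitor-like cluster, with H19 among its leading genes, held 2.37% of S7D14 control and 0.151% of S7D14 PKM1.

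Across the 13234 genes, which are not independent replicates, the PKM1 ratios of the S7D1 pairs had a Pearson correlation of 0.778 with each other. With those at S7D14 it was -0.077 and -0.143. The test between days given next takes its spread from the S7D1 pairs alone, since the model fits the single S7D14 pair exactly. Its calls do not cover variation between libraries at S7D14. A test of the difference between days, added after the data were examined, called 3838 genes with edgeR, 2191 with a higher and 1647 with a lower PKM1 ratio at S7D14. DESeq2 called 893, and under library totals the split was 1468 higher and 3057 lower.

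**Figure D2:**
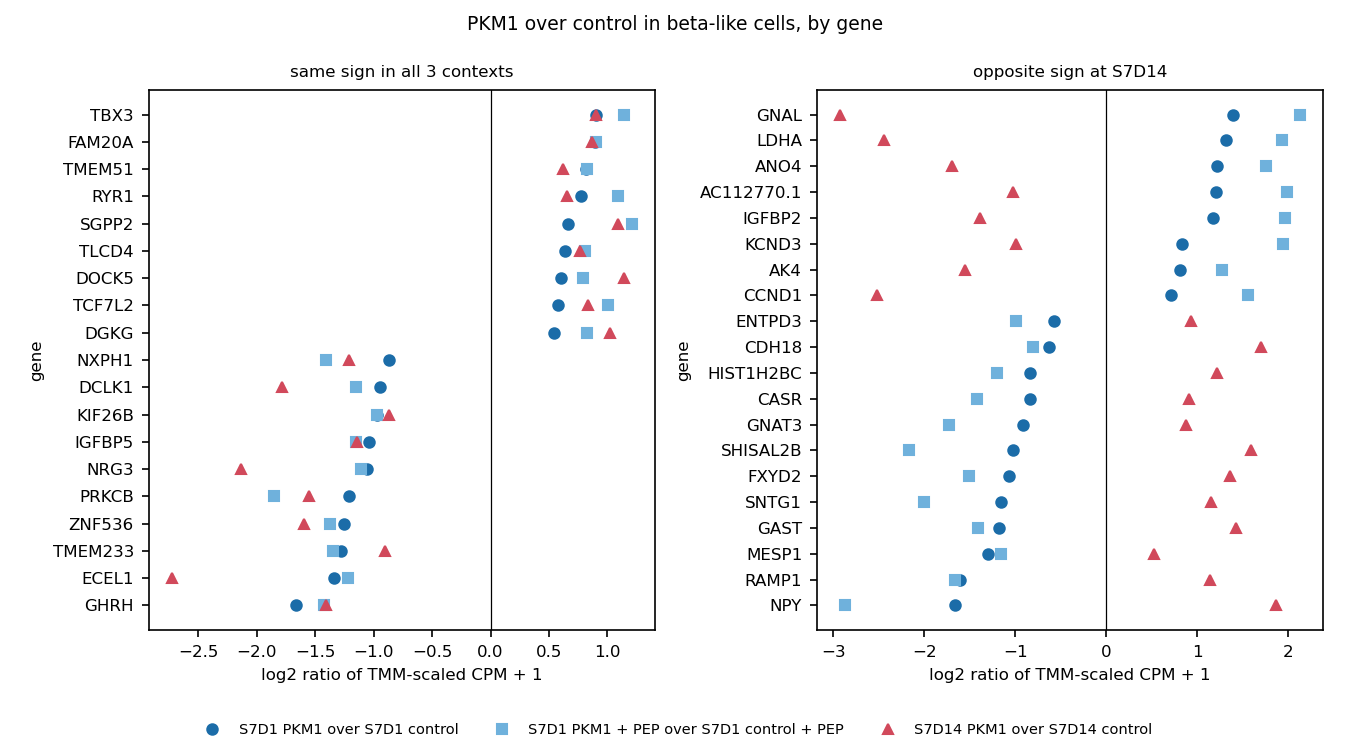
Log2 ratio of PKM1 over control in beta-like cells for single genes, 1 point per pair of libraries, with circles for S7D1, squares for S7D1 with PEP and triangles for S7D14. The left panel holds 19 genes with the same sign in all 3 pairs, such as TBX3 (0.90, 1.15 and 0.90), and the right panel holds 20 genes with the opposite sign at S7D14, such as LDHA (1.32, 1.93 and -2.44).

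Among the gene lists, the nuclear OXPHOS subunits, which build the respiratory chain and ATP synthase, were lower with PKM1 in each pair, with medians of -0.34, -0.39 and -0.23 at S7D1, S7D1 with PEP and S7D14, each under the 95% range of random lists. All 40 had a negative fitted change, among them NDUFA1 (-0.75), COX7B (-0.71), COX6C (-0.67) and COX6B1 (-0.60), and 30 were negative in every pair. None passed over all genes, and 12 passed as lower when adjusted over the list alone. The PKM1 libraries also held more UMIs per beta-like cell, with median ratios to control of 1.84, 1.34 and 1.60.

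The cholesterol synthesis genes went opposite ways, with a median of -0.26 at S7D1, -0.58 with PEP and 0.73 at S7D14, and all 20 were negative in both S7D1 pairs. HMGCS1 had log2 ratios of -0.47, -0.89 and 1.18, and INSIG1 of -0.53, -0.85 and 0.96. Glycolysis and PEP metabolism genes had medians of -0.01, 0.14 and -0.50, the first of which turned to 0.05 under library totals. Hypoxia and HIF targets, which include the kinase PDK1, had medians of 0.13, 0.27 and -0.29, and mitochondrially encoded subunits of -0.38, -0.64 and 0.18. Immediate early genes such as FOS (fitted -0.57) had medians of -0.34, -0.23 and -0.29, and 14 of 20 were negative in every pair. Other islet hormones had medians of -0.30, -0.04 and -0.62, the second of which turned to 0.06 under library totals, and glucose-responsive genes of 0.04, -0.05 and 0.46, where the second turned to 0.05. Beta-cell identity genes had medians of -0.02, -0.11 and 0.19, and the first turned to 0.03 under library totals. No member of any list passed over all genes, and adjusted over the list alone only GCG (-0.90) and PPY (-0.97) of the other hormones and MT1F (-0.97) of the antioxidant list passed besides the OXPHOS genes. PPY was picked after its values were seen. GCG had log2 ratios of -0.51, -0.88 and -0.23 in enterochromaffin-like cells, beside -0.56, -1.15 and -0.97 in beta-like cells, and RNA from other cells was not removed from these sums.

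**Figure D3:**
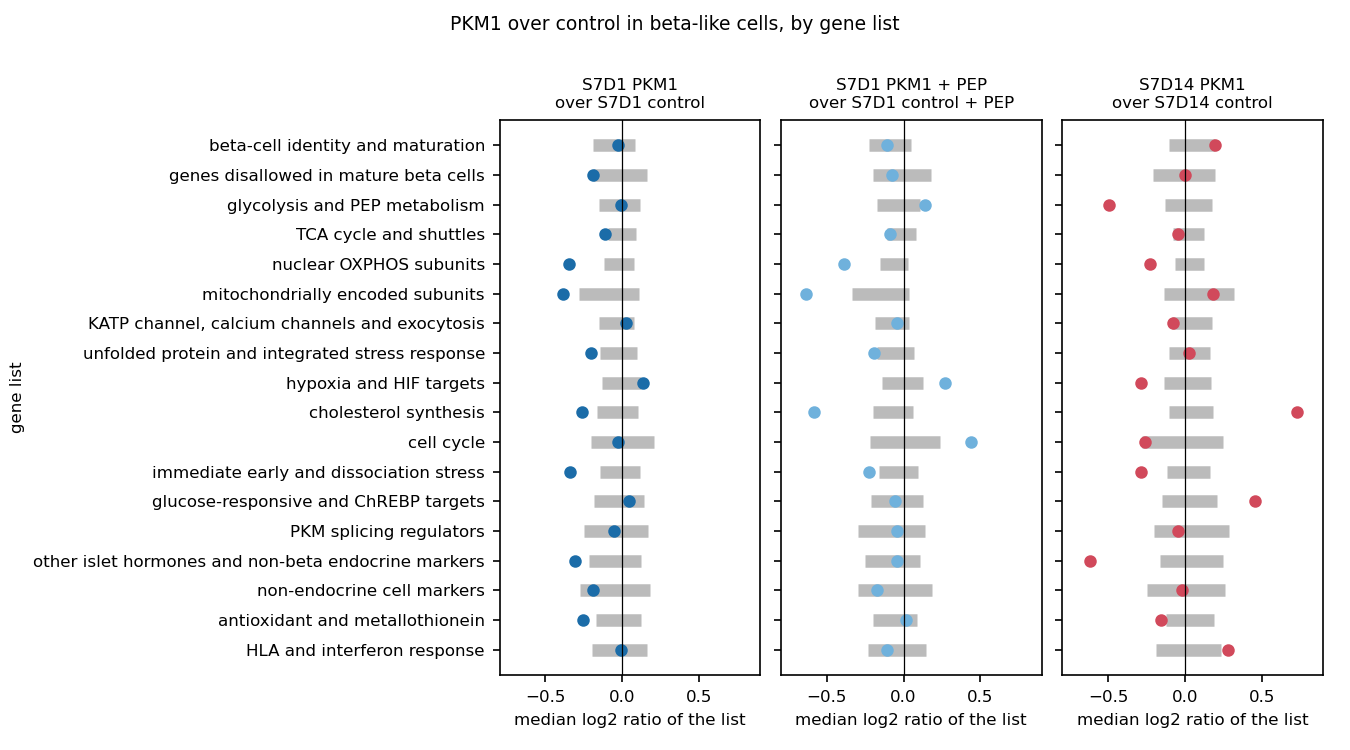
Median log2 ratio of PKM1 over control for the 18 gene lists in beta-like cells, 1 panel per pair of libraries, with grey bars for the 95% range of 10000 random lists matched on expression. Nuclear OXPHOS subunits lie at -0.34, -0.39 and -0.23 and cholesterol synthesis genes at -0.26, -0.58 and 0.73, with no change of sign under library totals.

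PEP treatment was compared with no PEP at S7D1, in control and in PKM1 organoids, to ask how beta-like cells differ after PEP. The glycoprotein hormone subunit CGA was higher with PEP in both, with log2 ratios of 1.60 in control and 0.84 in PKM1, from 1.0 and 0.9 CPM to 5.0 and 2.4 CPM, and a fitted change that turned to -0.18 over all kept cells. The muscarinic receptor CHRM3 (0.56 and 0.51), the glutamate receptor GRIK1 (0.49 and 0.46), CNTN5 (0.49 and 0.58), ADCY8 (0.40 and 0.56), MIAT (0.52 and 0.50), ADGRL3 (0.43 and 0.43), CRHR2 (0.41 and 0.43), TAFA5 (0.40 and 0.42) and ECEL1 (0.40 and 0.51) were also higher. Histone genes HIST1H1C (-0.90 and -0.51), HIST1H2BC (-0.54 and -0.91), HIST1H2BD (-0.61 and -0.65) and HIST1H2AC (-0.55 and -0.57) were lower, as were the immediate early factors ATF3 (-0.56 and -0.46) and FOSB (-0.44 and -0.52), WSCD2 (-0.58 and -0.93), MESP1 (-0.65 and -0.50) and ADRA2A (-0.45 and -0.58). None passed the threshold.

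The edgeR test called 0 of 13234 genes for PEP, with 65 at an unadjusted p under 0.05, and DESeq2 called 0, with 26. On the 4 S7D1 libraries alone edgeR called 0, with 1127 at an unadjusted p under 0.05. Across genes the ratios of the PEP pairs had a Pearson correlation of 0.133. INS had log2 ratios of -0.29 in control and -0.21 in PKM1, and PKM of 0.09 and 0.08. GCG had 0.29 and -0.30, the first of which turned to -0.27 with doublets kept, and SST had -0.0032 and 1.24.

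Single ratios with PEP were ranked among genes of at least 50 CPM. In control cells the highest were PRKCB, SNTG1, DLGAP1, CASR and SHISAL2B (0.997, 0.80, 0.66, 0.59 and 0.59). The lowest were PHLDA1, C7, HIST1H2BJ, GAL and DEPP1 (-0.91, -0.88, -0.80, -0.73 and -0.69). In PKM1 cells, under the same limit, the highest were PYY, SST, PDE10A, TTC29 and SLC24A4 (2.16, 1.24, 0.71, 0.55 and 0.53). The lowest were SEMA3A, HDAC2-AS2, EYS, HIST1H2BD and INSIG1 (-0.70, -0.69, -0.68, -0.65 and -0.61). TTC29 turned to -0.03 with each library clustered on its own. The lists that lay below the range of random lists in both pairs were immediate early genes, with medians of -0.28 in control and -0.21 in PKM1 and IER2 at -0.49 and -0.37, HLA and interferon genes (-0.26 and -0.26), with B2M at -0.61 and -0.37, and nuclear OXPHOS subunits (-0.09 and -0.09). Cholesterol synthesis genes had medians of 0.07 and -0.26. No list had a member past the threshold, over all genes or adjusted over the list alone.

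PKM1 with PEP was also set over S7D1 control without PEP, which differs in both factors. Among genes of at least 50 CPM, the highest ratios belonged to LDHA (1.74), AC112770.1 (1.56), ANO4 (1.54), IGFBP2 (1.49) and PYY (1.19). The lowest belonged to NPY (-2.54), RAMP1 (-1.96), MESP1 (-1.80), GAST (-1.75) and GNAT3 (-1.66). PKM had a ratio of 0.23, INS of -0.64, GCG of -0.86 and SST of 0.78, where SST turned to -0.92 with each library clustered on its own. Immediate early genes had a median of -0.56, cholesterol synthesis genes of -0.50 and nuclear OXPHOS subunits of -0.44.

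S7D14 was compared with S7D1, in control and in PKM1 organoids, to follow beta-like cells through stage 7. The beta-like cells of each day lay in a cluster of their own, since the cluster with 2038 cells of S7D1 control held 1 and 2 cells of the S7D14 libraries, and the cluster with 2127 cells of S7D14 control held 1 to 4 of each S7D1 library. The hormone genes GCG, SST and GAST and the amyloid peptide IAPP rose, with fitted log2 changes of 3.13 ± 0.21 (SE, adjusted p 0.00538) for GCG, 3.25 ± 0.94 (0.0300) for SST, 5.33 ± 1.11 (0.0198) for GAST and 3.67 ± 0.15 (0.00538) for IAPP, each higher in both pairs. Over all kept cells GAST did not pass, at 2.98 (adjusted p 0.112). RNA from other cells was not removed from these sums, and INS in the 2 to 46 mesenchymal-like cells of 5 libraries stood at 0.0679 to 0.0986 of its level over all kept cells. GCG stood at 0.0545 of its level over all kept cells in the beta-like and at 0.0541 in the enterochromaffin-like cells of S7D1 control, and at 0.183 and 0.0567 in those of S7D14 control. In S7D14 PKM1 the same shares were 0.0712 and 0.0371, while SST stood at 0.418 in beta-like cells of S7D14 control and 0.193 in those of S7D14 PKM1. The glycoprotein hormone subunit CGA rose by 7.40 ± 0.55 and the metallothioneins MT1G and MT2A by 5.53 ± 0.50 and 4.21 ± 0.42. INS did not pass, at 0.54 ± 0.16 (adjusted p 0.226), nor did PKM, at 0.33 ± 0.07 (0.0824). The sodium channel SCN7A fell, at -6.00 ± 0.06, from 471 CPM in S7D1 control to 7.6 CPM in S7D14 control.

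Of 13234 genes, 4005 passed in beta-like cells, 1979 higher and 2026 lower at S7D14, and DESeq2 called 3894. Under library totals 3822 passed, with 1365 higher and 2457 lower, since that scaling moved the median of all genes in the PKM1 pair from -0.02 to -0.22, and by 0.10 or less in each of the other pairs. The further genes with the largest increases were ECEL1 (5.19), PDE10A (4.96), AC112770.1 (4.91), CALCA (4.39) and FXYD2 (4.13). Besides SCN7A, the largest decreases were those of PTHLH, the parathyroid hormone-like peptide (-7.58), STMN4 (-5.19), the neuropeptide GAL (-5.14), AC020637.1 (-4.98), the endothelin receptor EDNRA (-4.94), VCAN (-4.69), GLYATL2 (-4.69) and NXPH1 (-4.46). MT1H rose as well, from 0.1 CPM in S7D1 control to 132 CPM in S7D14 control. The ratios of the control and PKM1 pairs had a Pearson correlation of 0.769 across genes.

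Of 40 nuclear OXPHOS subunits, 36 rose and none fell (38 and none adjusted over the list alone), with UQCRQ at 1.32, CYC1 at 1.37 and COX8A at 1.36. Of 35 TCA cycle and shuttle genes, 18 rose and 1 fell (21 and 1 adjusted over the list alone), including the pyruvate carrier MPC1 (1.89) and the malic enzyme ME1 (1.72). Of 13 mitochondrially encoded subunits 8 rose (10 adjusted over the list alone), such as MT-ND2 (1.37). Of 20 cholesterol synthesis genes 9 rose (17 adjusted over the list alone), with MSMO1 at 1.85 and FDPS at 1.76. Of 21 glycolysis and PEP metabolism genes 7 rose, both over all genes and adjusted over the list alone, among them GAPDH (1.55) and PCK2, a mitochondrial enzyme that makes PEP (1.12). The glycolysis median was 0.75 in the control pair and 0.24 in the PKM1 pair, which lay inside the range of random lists. LDHA did not pass (2.45 ± 1.67). The medians of these 5 lists kept their sign under library totals in both pairs.

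Beta-cell identity genes were divided, with 4 risen and 6 fallen of 23 (6 and 9 adjusted over the list alone). CHGB (1.85) and HOPX (1.89) rose beside IAPP and PCSK1 (1.78), and G6PC2 did not pass (-2.02 ± 0.66). Among the fallen were PCSK2 (-1.82), SLC30A8 (-1.81), RFX6 (-0.91), PAX6 (-0.63) and NKX2-2 (-0.61), named with PCSK1 after their values were seen. The list median was -0.25 in the control and -0.22 in the PKM1 pair, inside the range of random lists, and kept its sign under library totals. Genes disallowed in mature beta cells had 2 risen and 2 fallen of 12 (3 and 2 adjusted over the list alone), with MAF at 1.08 and CXCL12 at -2.13. Channel and exocytosis genes had 6 risen and 4 fallen of 30 (7 and 5 adjusted over the list alone), with VGF at 2.46 and SNAP25 at 1.31. Glucose-responsive genes had 4 risen and 2 fallen of 13 (5 and 3 adjusted over the list alone), and TXNIP fell most (-3.61 ± 0.40). PKM splicing regulators had 1 risen, HNRNPA1 (0.50), and 1 fallen, PTBP2 (-0.57), of 7, and the same count adjusted over the list alone.

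Stress genes rose in part. In the unfolded protein and integrated stress response list 9 rose and 1 fell of 25, both over all genes and adjusted over the list alone, with TRIB3 at 2.09, DDIT3 at 1.32 and ATF3 at -1.45. Of 17 antioxidant and metallothionein genes 10 rose (14 adjusted over the list alone). Hypoxia targets had 5 risen of 19 (6 adjusted over the list alone), with ERO1A at 0.99. Immediate early genes had 5 risen and 4 fallen of 20 (6 and 5 adjusted over the list alone), with HSPA1B at 1.55 and JUN at -1.55. HLA and interferon genes had 4 risen and 1 fallen of 10, both over all genes and adjusted over the list alone, with ISG15 at 1.49. Cell cycle genes had 3 risen and 1 fallen of 8 (3 and 2 adjusted over the list alone), with the inhibitor CDKN1A at 2.62. Other islet hormones and endocrine markers had 6 risen and 1 fallen of 14 (8 and 2 adjusted over the list alone), and non-endocrine markers 1 fallen of 8, the same adjusted over the list alone. Under library totals the median of the hypoxia list in the PKM1 pair turned from 0.16 to -0.04 and that of the immediate early list from 0.04 to -0.16 (in the control pair from 0.05 to -0.02), and the lists of disallowed genes, cell cycle genes and PKM splicing regulators changed sign in that pair too.

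In alpha-like cells, 13105 genes were tested. GCG stood at 15284, 17756, 11090 and 8834 CPM in the S7D1 alpha-like cells of control, control with PEP, PKM1 and PKM1 with PEP, and at 32188 and 19172 CPM in S7D14 control and PKM1. INS stood at 18843, 17865, 11355 and 10700 CPM in these S7D1 cells, above the 14910, 12181, 11077 and 9597 CPM of beta-like cells, and at 10246 and 12580 CPM at S7D14, below the 18619 and 18697 CPM of beta-like cells. SST stood at 6667 and 2126 CPM in the alpha-like and at 1204 and 325 CPM in the beta-like cells of S7D14 control and PKM1. The alpha-like cells of the days also lay in separate clusters, with 1012 cells of S7D1 control beside 0 and 5 of the S7D14 libraries, and 1560 of S7D14 control beside 1 to 11 of each S7D1 library. For PKM1 edgeR called 0 genes, with 1359 at an unadjusted p under 0.05, and DESeq2 called 123, 23 higher and 100 lower. Nuclear OXPHOS subunits had medians of -0.44, -0.24 and -0.15 at S7D1, S7D1 with PEP and S7D14, and cholesterol synthesis genes of -0.12, -0.41 and 0.39. For PEP edgeR called 0, with 90 at an unadjusted p under 0.05, and DESeq2 called 0, with 43. For the day edgeR called 2680, 1184 higher and 1496 lower at S7D14, and under library totals 898 were higher and 1912 lower. Nuclear OXPHOS subunits had medians of 0.25 in control and 0.52 in PKM1 for the day, and cholesterol synthesis genes of 0.71 and 1.38.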

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

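The test of the difference between days, the test of RNA from other cells, the depth and mCherry tests of the OXPHOS genes and the count of splits in beta-like cells were chosen only after the result was seen, as were the random groups and the other libraries set beside the depth correlations. For the test of RNA from other cells, the depth test over all genes and the mCherry test of the OXPHOS genes, a first version was replaced, for reasons given with each.

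Of the 217 named genes, 120 differed between days in their PKM1 ratio in beta-like cells by the edgeR test of that difference, and 29 of these also had a ratio of at least 0.5 on the log2 scale in each pair with the opposite sign at S7D14. DESeq2 also called 88 of the 120 and 28 of the 29 with the same sign. The named set was chosen in part by the size of single ratios, so 120 of 217 is no measure of all genes, of which 3838 of 13234 were called. The difference, S7D14 minus S7D1, was negative for GNAL (-4.95), LDHA (-4.12), CCND1 (-3.86), ANO4 (-3.20), IGFBP2 (-2.97), AK4 (-2.84), KCND3 (-2.77), AC112770.1 (-2.68), PDK1 (-1.55) and SLC18A1 (-1.52). Among these, LDHA, PDK1 and AK4 belong to glycolysis, pyruvate use and the hypoxia response. It was positive for NPY (4.53), SHISAL2B (3.25), SNTG1 (2.84), RAMP1 (2.80), GAST (2.73), FXYD2 (2.69), CDH18 (2.43), HIST1H2BC (2.31), GNAT3 (2.22), CASR (2.07), ENTPD3 (1.85), MESP1 (1.80), CNTN5 (1.72), INSIG1 (1.66), STARD4 (1.59), HIST1H2AC (1.497), MT-ND4L (1.47), IFI6 (1.44) and ADCY8 (1.33). INSIG1 and STARD4 belong to cholesterol regulation. Every such difference includes the same 4 S7D1 libraries and the same S7D14 pair. The spread in this test comes from the S7D1 pairs alone, so its calls do not cover variation between libraries at S7D14.

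PKM1 ratios in beta-like cells were alike in the S7D1 pairs and not at S7D14, and a candidate explanation is a difference between whole libraries that does not follow the transgene. Inside the PKM1 libraries, the ratio of beta-like cells with to those without a mCherry UMI had Spearman correlations across genes of -0.23, -0.15 and 0.17 with the PKM1 ratio, and the highest, 0.166, lay between the bounds set for and against that explanation, so the test did not decide it. Depth may contribute. Its test replaced one comparing days, because depth need not act alike on both. Deeper over shallower beta-like cells inside a control library correlated with the PKM1 ratio at 0.419, 0.238 and 0.523. These values lay above the 95% ranges of random groups of these cells (up to 0.176, 0.108 and 0.182). However, 1 of 3 contexts missed the bound of 0.3, and both ratios use the same control library. In the S7D1 pairs the depth ratio of the other S7D1 control gave 0.363 and 0.3199. That of the S7D14 control gave -0.136 and -0.083 in them. In the S7D14 pair the depth ratios of the S7D1 controls without and with PEP gave 0.305 and 0.333. RNA from other cells was not settled, since no library held more than 46 mesenchymal-like cells as a background measure, 1 held none and a first version of the test had an outcome that its design nearly fixed, although INS in those cells stood at 0.0679 to 0.0986 of its overall level, against a median ratio of 1.45 and a 5th percentile of 0.350 between the day differences of beta-like and other cells. Separate differentiation runs, which the labels do not give, cannot be told apart from the groups, so that an effect of PKM1 that turns over stage 7 stays open beside them.

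Nuclear OXPHOS subunit genes were lower with PKM1 in all 3 pairs, also under library totals. Transcript length as the whole cause is argued against, because the list (-0.34, -0.39 and -0.23) lay at or below the 0.05 percentile of lists matched on expression and length, but its median transcript of 1800.5 bases is shorter than the 3622.5 bases of all genes, and those matched lists ran from -0.28 to -0.10, -0.27 to -0.08 and -0.04 to 0.18, so length may account for part at S7D1. More UMIs per cell may account for part at S7D1. There, relative to the shallower ones, the deeper beta-like cells had list medians of -0.17 and -0.16 in the controls. In the S7D1 PKM1 libraries these medians were -0.11 and -0.08. Depth ratios were 1.54 and 1.51 between those control cells, against 1.84 and 1.34 for PKM1 over control. At S7D14 the deeper cells stood higher, at 0.14 in control and 0.27 in PKM1 cells, which goes against that account there. Cells inside a library need not show how depth acts between libraries, and UMIs per cell were not equalized. Depth at S7D14 is therefore not excluded. Cells with a mCherry UMI did not have lower OXPHOS values, with medians of 0.05, 0.01 and 0.09. The second lay inside its random range, at the 81.0 percentile. Cells without a UMI may carry the transgene undetected, and RNA from other cells was not removed. Beta-like cells with a UMI were also deeper, at medians of 17635, 16758 and 18165 UMIs against 16083.5, 15910 and 16427 without. Deeper PKM1 cells had higher OXPHOS medians at S7D14 and lower ones at S7D1. A transgene effect in the cells that carry mCherry thus stays open. A first bound for the mCherry test, a median above 0 in each library, was met and was too weak. It took no account of the random range.

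The other splits of the 6 libraries are too few to give a share under 0.05, and a real split of 0 genes is matched by every split whatever the data, so these counts decide nothing. In beta-like cells the real split gave 0 genes with edgeR (151 with DESeq2), as did all 10 of the 10 splits, with 0 as the highest other. In alpha-like cells all 10 splits gave at least the 0 genes of the real split with edgeR (123 with DESeq2), and the highest other gave 4. That was the split with the S7D14 labels exchanged, which also gave 2087 genes at an unadjusted p under 0.05 against 1359 for the real split, and 2426 against 1306 in beta-like cells, a structure of the libraries that follows the opposite PKM1 ratios of the days.

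The share of enterochromaffin-like cells with PKM1 minus control was higher in both S7D1 pairs and -2.30 percentage points at S7D14, a difference that was not tested. It depends on how cells were clustered and named, since with each library clustered on its own the share was lower with PKM1 in both S7D1 pairs and 5.98% in control and 19.1% in PKM1 at S7D14, and under the first naming rule 0.0184% and 0.0963% at S7D14. A mCherry sequence, kept out of every gene test, had a UMI in 20.5% of kept cells in S7D1 PKM1, 21.2% with PEP and 23.1% in S7D14 PKM1, with 95% Clopper-Pearson intervals of 19.5 to 21.4, 20.2 to 22.2 and 22.1 to 24.1. No cell of the 3 controls had one, which allows a share of up to 0.0287%, 0.0335% and 0.0276%, taken as 3 cells of each total. In the PKM1 libraries the share in beta-like cells was 25.1%, 26.6% and 23.9%, and cells with a mCherry UMI had median depths of 15451, 15082.5 and 15096 UMIs against 13431, 13327 and 12618 without. PKM was higher in beta-like cells with a mCherry UMI than in those without, by log2 ratios of 0.34, 0.24 and 0.47.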

How the results depend on the processing

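The fits without a PKM1 pair, the other models, filters and clusterings were planned, and the test of the difference between days, the automatic doublet threshold and the other naming rules were added after the data had been seen. PKM1 in beta-like cells gave 0 genes in the edgeR fits except over all kept cells (98), without the S7D14 pair (3446), without a low-count filter (1, CRABP1) and at resolution 2 (1, ECEL1), and 151 with DESeq2. In alpha-like cells DESeq2 gave 123 for PKM1. For the difference between days DESeq2 gave 893 in beta-like and 392 in alpha-like cells. PEP gave 0 genes with edgeR and DESeq2 under every alternative run (65 and 26 in beta-like cells at an unadjusted p under 0.05), and the day gave 2789 to 4707 genes in beta-like cells and 5320 over all kept cells against 4005. For the PKM1 genes named, 315 values kept side and direction and 44 passed the threshold, including all 20 genes with DESeq2 and without the S7D14 pair, and TCF7L2 turned to -0.21 over all kept cells. The genes of each effect were picked for the same sign in every pair, so a kept direction is no independent check. For PEP 319 values kept side and direction and CGA turned to -0.18 over all kept cells. For the day 319 did, and GAST lost its call over all kept cells (2.98, adjusted p 0.112, from 5.33 and 0.0198, with 1.32e-06 to 0.0224 under the others).

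Beta-like shares, in the order S7D1 control, control with PEP, PKM1, PKM1 with PEP, S7D14 control and PKM1, were 8.33%, 6.62%, 8.03%, 7.64%, 7.05% and 15.2% at resolution 2, and 11.0%, 9.36%, 8.004%, 7.66%, 8.28% and 9.90% with each library clustered on its own. They were 0 in all 6 under the first naming rule, where no effect could be computed. Resolution 0.5 gave 18.6% in S7D1 control, 13.2% in S7D1 PKM1 with PEP, 21.9% in S7D14 control and 18.4% in S7D14 PKM1. Doublets kept gave 21.2% and 18.1% at S7D14, the automatic doublet threshold 18.5% in S7D1 control, and the mitochondrial limit of 10% gave 16.2% and 15.04% in S7D1 PKM1 without and with PEP. The alpha-like share at S7D14, read under the same settings after the data had been seen, was 9.39% in control and 26.7% in PKM1 at resolution 2, 9.34% and 10.7% with each library clustered on its own, and 0 and 0.0688% under the first naming rule, against 14.4% and 34.9%.

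Of the single ratios, 355 values stayed inside their counting interval, 195 left it and 5 changed sign. With doublets kept SST turned to 0.18 for PKM1 at S7D1 and -0.069 with PEP, and GCG to -0.27 for PEP in control. With each library clustered on its own TTC29 turned to -0.033 for PEP in PKM1, and SST to -0.92 for PKM1 with PEP over control. Without the S7D14 pair fewer libraries were fitted, and without a filter more genes were tested. For all other differences the cause was not tested. Depth limits the genes under 5 CPM in all but 1 library or in all, which were tested only without the filter.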

Other observations

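Beyond the named islet types, the libraries differed in cells that were not named. A cluster led by SST, CHRM3 and CALCA held 3.63%, 4.29%, 5.25% and 5.25% of the S7D1 libraries in the order control, control with PEP, PKM1 and PKM1 with PEP. In the same order, CRABP1, LRRC4C and PTN led a cluster with 8.01%, 10.8%, 0.107% and 0.134%. Shares were 3.51%, 3.37%, 0% and 0.0595% for a cluster led by COL25A1, FRMD4A and BNC2. They were 3.31%, 3.56%, 0.351% and 0.684% for a cluster led by CNTNAP2, LRRC4C and PTPRG. PRKG1, THSD7B and FRMD4A led a cluster with 0.966%, 1.47%, 0% and 0% of these libraries. A cluster led by AGR2, THRB and FGB held 2.62%, 2.11%, 5.61% and 8.36% of them, and a cluster led by MECOM, CSMD3 and GSTA1, with AGR2 and THRB also among its leading genes, held 5.59%, 5.44%, 1.66% and 2.33%. A cluster led by IGFBP2, NDRG1 and SLC2A1, with LDHA, P4HA1 and EGLN3 among its leading genes, held 2.05%, 2.54%, 0.382% and 0.729% of them, and its median of 5789 UMIs was 0.628 of its library level. At S7D14 a cluster led by GAST, FTL and IAPP held 0.985% of control and 8.79% of PKM1, and a cluster led by the metallothioneins MT1G, MT1X and MT2A, with GAPDH and LDHA among its leading genes, held 9.51% of control and 2.15% of PKM1. The metallothionein cluster had a median of 2696 UMIs, 0.332 of its library level, which marks cells of low depth. Proliferating-like cells, with TOP2A, UBE2C and CENPF among their leading genes, made up 0.526%, 0.167%, 1.51% and 1.53% of the S7D1 libraries in the same order, and 1.66% of S7D14 control and 0.179% of S7D14 PKM1.

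The 80 ribosomal protein genes, which were on no list, had median log2 ratios in beta-like cells of -0.22 at S7D1, -0.17 at S7D1 with PEP and 0.30 at S7D14 for PKM1 over control. For PEP they had medians of -0.19 in control and -0.13 in PKM1, and for S7D14 over S7D1 of 0.22 in control and 0.71 in PKM1. In enterochromaffin-like cells TPH1 stood at 1399, 1431, 1741 and 1808 CPM in the S7D1 libraries in the same order and at 2701 and 2927 CPM in S7D14 control and PKM1.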
